A study of Mus musculus with 12 samples. Its data were reported in "Epigenetic Enhancer Marks and Transcription Factor Binding Influence Vκ Gene Rearrangement in Pre-B Cells and Pro-B Cells" (2018).

How the data were processed

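Sequencing libraries of Igκ joins were made from sorted bone marrow B cell precursors of mice: WT pre-B cells (3 gDNA and 3 RNA libraries), WT pro-B cells (2 gDNA and 2 RNA libraries) and iEκ−/− pre-B cells (2 gDNA libraries). Per the study's methods, gDNA and RNA of a replicate came from the same sorted cells, and pro-B replicates 1 and 2 came from the same mice as pre-B replicates 1 and 2, so the replicate number pairs the WT libraries. The iEκ−/− libraries came from other mice and were not paired. The authors made gDNA libraries by VDJ-seq, with capture of sheared DNA by Jκ primers, and RNA libraries from cDNA to which an adapter was ligated, so preparation differed between RNA and gDNA.

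The authors trimmed reads with Trim Galore, merged mates, called V and J genes with Abstar against a Vκ reference of C57BL/6 checked against mm9, set limits on length and identity, and removed duplicates by random adapter bases. Their methods differ between libraries: pre-B gDNA library 3 was made with another set of Jκ primers, duplicates were not removed from pre-B RNA library 2, and pre-B RNA library 1 and both iEκ−/− libraries combine technical replicates. The deposited tables give an expected count of reads per Vκ gene (total, productive and non-productive, all Jκ segments together). The authors describe re-dividing reads between 3 pairs of genes that are identical at the 3′ end and differ farther upstream (Vκ8-16 with Vκ8-23-1, Vκ13-84 with Vκ13-85, and Vκ5-43 with Vκ5-45). This gives decimals, which were rounded for count tests. All 6 genes hold decimals only in pre-B gDNA library 3 and iEκ−/− library 2, and none does in pre-B RNA library 2. Assignment within these pairs may therefore differ between libraries. The deposited tables also give the percent of the library's Vκ reads for each gene, as computed by the authors. Shares were computed here from the counts. A total of 7 rows without a gene name were left out. As these tables hold no counts per Jκ segment, Jκ usage was not analysed.

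Coordinates and strand came from a mouse annotation on mm9 and were found for 100 of 163 genes, 38 in deletional and 62 in inversional orientation relative to the Jκ segments. The results give 4 genes by family and position: Vκ1-135 (chromosome 6, 67559739 to 67560502), Vκ1-133 (67674908 to 67675655), Vκ17-127 (67811153 to 67811653) and Vκ11-125 (67863567 to 67864046); the figures label them by name. Pseudogene status came from RefSeq and was found for 162 genes, 60 of them pseudogenes. Vκ14-126 and Vκ4-56 are pseudogenes in RefSeq although 43.8% and 37.1% of their WT pre-B gDNA reads were productive, so the pseudogene list is not exact. The study treats Vκ14-126 as functional. Identity between genes was computed with blastn 2.17.0 among the 100 annotated genes.

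Library totals ran from 574 to 1794336 reads. Shares of single libraries carry 95% Wilson intervals, and a gene without reads was given a floor of 3 reads pooled over the group. Intervals and floors cover counting error only. Fold changes of genes with 1 to 3 reads were replaced by the ratio of the mean share in the other group to the pooled share in the group with so few reads, with its counting interval. No group held the 4 libraries needed to test for a library far from the others.

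Gene-level tests were run with edgeR 4.0.16 quasi-likelihood fits in R 4.3.3, scaled by total Vκ reads, on genes with a mean share of at least 0.05%, with a two-sided threshold of 0.05 on the Benjamini-Hochberg adjusted p. The 10 WT libraries were fitted together with the replicate number as a block (106 genes, 4 residual degrees of freedom, common dispersion 0.0506), so RNA and gDNA share 1 estimate of spread. The contrasts were pre-B RNA against gDNA, pro-B against pre-B RNA, pro-B against pre-B gDNA, pro-B RNA against gDNA, and the difference between the RNA-to-gDNA changes of the stages. The 3 WT and 2 iEκ−/− pre-B gDNA libraries were fitted without a block (108 genes, 3 residual degrees of freedom, common dispersion 0.00568). The p-values measure the spread between pooled sorts, and a lone library left in a group is assumed to vary like the others. In the iEκ−/− fit the prior degrees of freedom were infinite, so each gene took the spread of the trend and not its own. Pearson's r between replicates was 0.867 to 0.898 in pre-B RNA and 0.986 to 0.993 in pre-B gDNA. The WT fit joins both, so its p-values rest on a spread that may hold for neither. The block was checked by the correlation across genes of the deviations of libraries of the same sort from their group means, which was 0.10, 0.014 and −0.25 for the pre-B gDNA and RNA libraries of sorts 1, 2 and 3. Libraries of different sorts ran from −0.35 to 0.32, with 0.32 for gDNA 2 with RNA 3 and 0.24 for gDNA 3 with RNA 1. The differences between replicates 1 and 2 correlated at −0.026 between pre-B and pro-B gDNA, −0.13 between pre-B and pro-B RNA and −0.13 between pro-B gDNA and RNA. These values gave no support to a shared effect of the sort, and the block was kept because it was set beforehand. Without it, 58, 45, 1 and 31 genes passed in the first 4 contrasts.

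Gene lists were tested with camera (limma 3.58.1, preset correlation of 0.01, beside an estimated correlation) and fry, for lists of at least 3 tested genes, adjusted over the 20 lists of a contrast. The lists were the families Vκ1, Vκ2, Vκ3, Vκ4, Vκ5, Vκ6, Vκ8, Vκ9, Vκ10, Vκ11, Vκ12 and Vκ14, proximal Vκ3 (Vκ3-1 to Vκ3-9), proximal Vκ3 and Vκ6 (numbers 1 to 32), Vκ19-93 to Vκ10-96, the Jκ-distal part (77 and above) and Jκ-proximal part (76 and below), pseudogenes, and deletional and inversional genes. The study chose the Vκ3, Vκ4, Vκ6 and Vκ10 lists and those of locus parts on these samples, so they are not independent evidence. Several lists overlap, so their calls are not separate findings. The proximal Vκ3 and Vκ6 list holds every Vκ3 and Vκ6 gene, and the Vκ19-93 to Vκ10-96 list holds every Vκ10 gene. Vκ11-106 and Vκ11-114 are also on the pseudogene list. The Jκ-distal and Jκ-proximal parts hold all tested genes between them. Camera sets a list against the rest, so the calls of these parts are in effect the same test. Lists not named with a contrast in the results did not pass there. Summed shares were compared by two-sided exact sign-flip permutation over pairs (WT) or exact permutation of labels (iEκ−/−), adjusted over 13 sets.

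Genes were named by a rule set before the data were examined: in each contrast, of the genes past the threshold that changed the same way in every pair (for iEκ−/−, in every library against every WT library), the 10 with the largest increase and the 10 with the largest decrease, the 10 highest genes of the pre-B gDNA repertoire, and the genes that the study names. The results give only some of the genes that this rule names, so a gene left out there may have passed the threshold. Genes of the top 10 lists and every other gene given in the text were followed through the alternatives.

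The fits were tested on simulated data with 20 changed genes and 10 simulations per contrast. Apart from the planted changes, each gene had the same mean share and dispersion in all libraries of a fit, without a sort effect. The changed genes were picked so that gains and losses of share balanced. False calls from unequal spread of RNA and gDNA or from shifts in composition could therefore not appear. A 2-fold change was recovered in 76% of genes for pre-B RNA against gDNA, 65% for pro-B against pre-B RNA, 10% for pro-B against pre-B gDNA, 3.5% for pro-B RNA against gDNA and 77.5% for iEκ−/−. Recovery of a 4-fold change was 99%, 98%, 62%, 62.5% and 95.5%, and false calls were at most 6.17% of calls in these simulations. In 10 simulations per contrast without a changed gene, where every call is false, 0, 7, 2, 1 and 0 genes were called in the same order. Alternatives were TMM factors, DESeq2 1.42.0, no filter, a filter at 0.2%, summing the re-divided (3′-identical) pairs, thinning each library to 574 reads (WT) or 2394 (iEκ−/−), no block (a replicate block for iEκ−/−), fitting only the groups compared, and leaving out each library. Shares were recomputed without pseudogenes, from pooled reads, unpaired and without each pair or library. Chosen after the data were seen were fits on productive or non-productive reads only and a crossed replicate block, with the pro-B RNA libraries exchanged. Shares and permutations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.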

Results

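The Igκ light chain repertoire was read in mouse bone marrow B cell precursors by deep sequencing of Vκ-to-Jκ joins, with VDJ-seq (capture with Jκ primers) for genomic DNA (gDNA) and adapter-ligated cDNA for RNA. Thus RNA and gDNA differed in preparation as well as in material. Genomic DNA reports every rearrangement that a cell carries, and RNA reports those that are transcribed. The 12 libraries fell into 5 groups: wild-type (WT) pre-B gDNA (3 libraries), WT pre-B RNA (3), WT pro-B gDNA (2), WT pro-B RNA (2), and gDNA of pre-B cells from mice lacking the intronic κ enhancer (iEκ−/−, 2). Genes are written as Vκ followed by the number in the files (IGKV4-77 is Vκ4-77), and positions are on chromosome 6 of mm9, where low coordinates are far from the Jκ segments. Pre-B gDNA libraries 1 to 3 held 110087, 79280 and 284544 reads, and pre-B RNA libraries 1 to 3 held 382936, 1794336 and 74489. Pro-B RNA libraries 1 and 2 held 24191 and 45339 reads, the pro-B gDNA libraries 574 and 1021, and the iEκ−/− libraries 2394 and 3324. A single read was therefore 0.174% of pro-B gDNA library 1 and 0.0979% of library 2. Productive joins, which can encode a light chain, were 33.1% ± 2.44 (SD, n = 3) of reads in WT pre-B gDNA, 62.9% ± 7.33 (n = 3) in pre-B RNA, 36.6% ± 1.46 (n = 2) in pro-B gDNA, 74.1% ± 5.91 (n = 2) in pro-B RNA and 32.2% ± 1.43 (n = 2) in iEκ−/− gDNA.

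The WT pre-B gDNA libraries show how often each Vκ gene rearranges. Rearrangement was broad but uneven: of the 163 genes in the files, all but 30 had at least 1 read. Of the 60 pseudogenes in RefSeq, 32 had reads (31 without Vκ14-126) and 28 had none. Functional genes took 93.8% of reads. The gene used most was the Vκ1 gene at 67559739 to 67560502, near the Jκ-distal end of the locus, with 3.78% ± 0.161 (SD, n = 3). It was followed by Vκ19-93 (68686291 to 68686758) with 2.62% ± 0.394, Vκ12-44 (69764625 to 69765094) with 2.39% ± 0.189 and Vκ8-16 (70336666 to 70337232) with 2.01% ± 0.101, the last of which the authors re-divided with Vκ8-23-1, identical to it at the 3′ end. Next came Vκ1-117 (1.95% ± 0.125), Vκ8-27 (1.95% ± 0.0769), Vκ4-77 (1.94% ± 0.0279), Vκ9-120 (1.93% ± 0.0885), Vκ12-46 (1.93% ± 0.0670) and Vκ8-23-1 (1.86% ± 0.0672). These 10 genes summed to 22.4% of reads, 47 genes took at least 1% each, and 25 of the genes with reads took less than 0.05%. Vκ4-77 is a pseudogene in the annotation, and 0.879% ± 1.18 of its gDNA reads were productive, nearly all of them from library 3 (122 of 5450 reads, against 3 of 2168 and 4 of 1530). Across genes, which are not independent replicates, Pearson's r between libraries was 0.986 to 0.993 in pre-B gDNA and 0.867 to 0.898 in pre-B RNA.

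**Figure D1:**
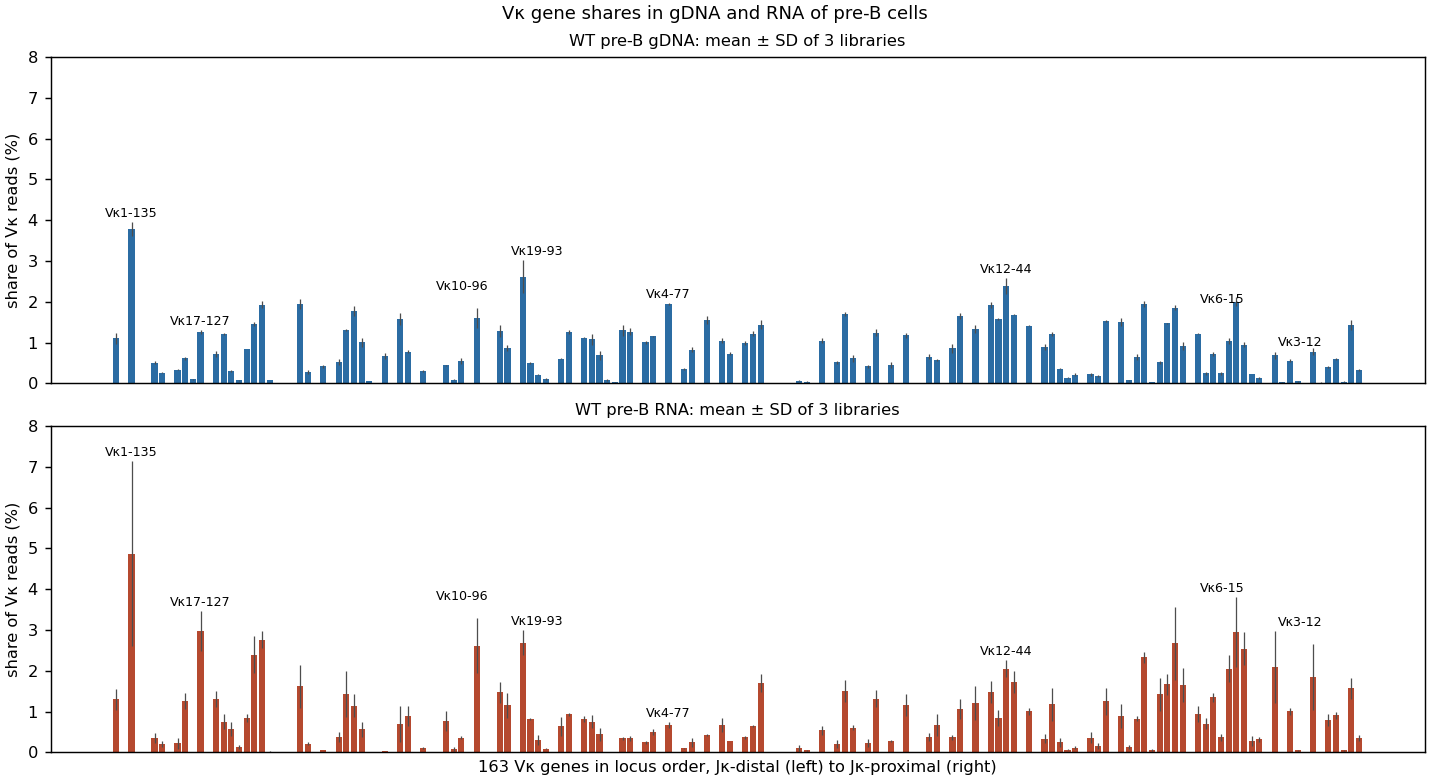
Bars give the mean share of reads (percent) of each Vκ gene in locus order in WT pre-B gDNA (top) and RNA (bottom), with the SD of 3 libraries as error bars. The Vκ1 gene at 67559739, near the left end, is highest in both, at 3.78% in gDNA and 4.87% in RNA, and Vκ4-77 stands at 1.94% in gDNA and 0.669% in RNA.

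RNA and gDNA from the same sorted pre-B cells were compared to ask how far a repertoire read from transcripts departs from the rearrangements present. Jκ-proximal Vκ3 and Vκ6 genes (numbers 1 to 32) were over-represented in RNA, and Vκ4, Vκ11 and pseudogene segments were under-represented. Of the 16 proximal Vκ3 and Vκ6 genes tested, 11 were higher in RNA and none lower, with a median log2 fold change of 0.93. Vκ3-12 (70468244 to 70468843) took 0.691% ± 0.0889 of gDNA and 2.09% ± 0.885 of RNA reads (log2 fold change 1.52 ± 0.24 (SE), edgeR adjusted p = 0.000144). Vκ6-15 (70356463 to 70356986) rose from 0.947% ± 0.0582 to 2.54% ± 0.406 (log2 fold change 1.42 ± 0.19, edgeR adjusted p = 2.6e-05), whereas the most Jκ-proximal members, Vκ3-1 (0.09) and Vκ3-2 (0.13), did not pass the threshold. Outside these families, the Vκ17 gene at 67811153 to 67811653 went from 1.26% ± 0.0406 of gDNA to 2.97% ± 0.492 of RNA reads (log2 fold change 1.22 ± 0.17, edgeR adjusted p = 3.38e-05). Of 30 Vκ4 genes, 18 were lower in RNA, 11 did not pass and 1 was higher (Vκ4-92, 0.73, named after its value was seen and not past the threshold without pre-B gDNA library 1, at 0.74, or with productive reads alone, at 0.20), with a median of −0.82. Vκ4-77, a pseudogene, fell from 1.94% to 0.669% ± 0.0769 (log2 fold change −1.54 ± 0.20, edgeR adjusted p = 2.6e-05). All 3 Vκ11 genes were lower, most of all Vκ11-106 (0.668% ± 0.0724 of gDNA and 0.0300% ± 0.00455 of RNA reads, log2 fold change −4.48 ± 0.37) and Vκ11-114 (0.419% ± 0.0326 and 0.0560% ± 0.00790, log2 fold change −2.90 ± 0.32). Both are pseudogenes in RefSeq, so the Vκ11 and pseudogene groups overlap, and neither had a productive read in pre-B gDNA or RNA. Of 9 pseudogenes, 7 were lower in RNA and 1 higher, Vκ14-126 (0.86, named after its value was seen), 43.8% of whose gDNA reads were productive. The study treats this gene as functional.

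In all, 51 of 106 genes passed the edgeR quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05, 21 higher and 30 lower in RNA, and all 51 changed the same way in all 3 pairs. The median over all genes was −0.18, and it moved to −0.05 with TMM and −0.02 with DESeq2 scaling, which shared the calls more evenly (24 higher and 25 lower with TMM, 27 and 24 with DESeq2). By the rule of the study for functional genes (at least 2-fold on average and 1.5-fold in each pair), 9 genes were higher in RNA and 12 higher in gDNA, together 20.6% of functional genes. Both mean ratios, RNA over gDNA and gDNA over RNA, were at most 2 in 75.5% of functional genes. Proximal Vκ3 and Vκ6 genes together took 10.5% ± 0.505 of gDNA and 19.04% ± 3.28 of RNA reads, and Vκ4 genes took 27.8% ± 0.746 and 17.1% ± 2.39. Both differences, 8.50 and −10.8 points, had the same sign in 3 of 3 pairs (exact sign-flip p = 0.25, the smallest that 3 pairs allow, and 0.295 adjusted over 13 sets). Pseudogenes fell from 6.17% ± 0.328 to 3.06% ± 0.436 in 3 of 3 pairs. The 4 genes from Vκ19-93 to Vκ10-96 took 6.38% ± 0.789 of gDNA and 7.94% ± 1.14 of RNA reads, 1.56 points higher in 3 of 3 pairs, with overlapping ranges. The Jκ-distal part of the locus (position numbers of 77 and above) did not differ beyond the spread (45.1% ± 1.16 and 43.2% ± 3.18; exact sign-flip p = 1), and its difference of −1.88 points became −3.20 without replicate 1, −2.99 without replicate 2 and 0.535 without replicate 3. Of 20 gene lists tested with camera at a preset correlation, 7 passed: proximal Vκ3 and Vκ6 (adjusted p = 2.19e-05), Vκ4 (0.000673), Vκ6 (0.00124; 6 of 9 genes higher), pseudogenes (0.00124), Vκ11 (0.00349), deletional genes (0.0127; 12 of 35 higher and 5 lower) and Vκ3 (0.013; 5 of 7 higher). The Vκ3 and Vκ6 lists make up the proximal Vκ3 and Vκ6 list, and Vκ11 shares genes with pseudogenes, so these are not 7 separate findings. None of the 7 held with an estimated correlation (adjusted p = 0.336 to 0.343 with an estimated correlation). Several lists were chosen by the study on these samples and are not independent evidence; adjusted over the list alone, 19 Vκ4 genes were lower and 1 higher, and the counts of the other lists that passed were the same.

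**Figure D2:**
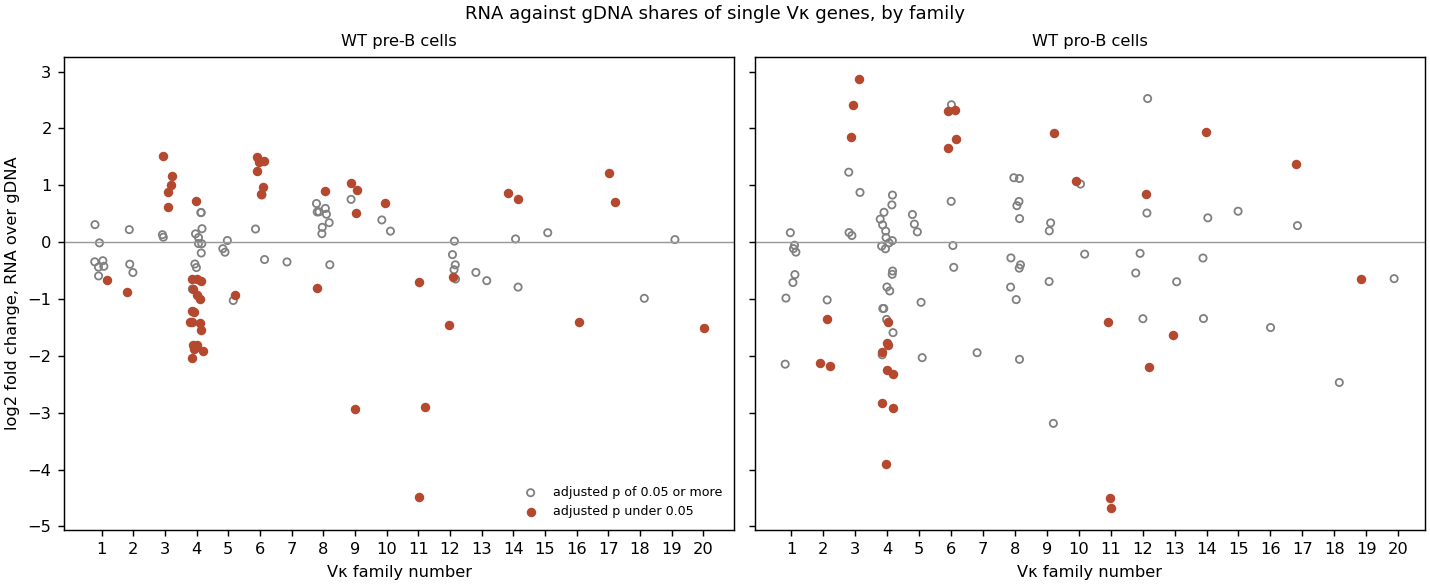
Each point is the log2 fold change of a Vκ gene in RNA over gDNA, by Vκ family, in pre-B (left) and pro-B cells (right); filled points have an adjusted p under 0.05, and genes without reads in a group are not drawn. Median changes of the Vκ4 family were −0.82 in pre-B and −0.82 in pro-B cells, and those of the Vκ6 family were 0.98 and 1.82.

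Pro-B and pre-B RNA were compared to ask whether the transcribed repertoire shifts between the first and the main stage of Igκ rearrangement. Pro-B transcripts drew more on the segment from Vκ19-93 to Vκ10-96, mostly through Vκ10-96. Vκ10-96 (68597993 to 68598115) took 2.62% ± 0.668 (n = 3) of pre-B and 7.79% ± 0.982 (n = 2) of pro-B RNA reads (log2 fold change 1.73 ± 0.16, edgeR adjusted p = 1.97e-06). Its neighbour Vκ10-94 (68654502 to 68654972) took 1.15% ± 0.315 and 2.51% ± 0.0312 (1.19 ± 0.27, edgeR adjusted p = 0.0048), and did not pass without pre-B RNA library 2 (0.86). Vκ10-95 was also higher (log2 fold change 0.74 ± 0.21, edgeR adjusted p = 0.0112), though not without pro-B RNA library 1 (0.56) or with productive reads alone (0.26), and Vκ19-93 was not (0.19 ± 0.19, edgeR adjusted p = 0.481). Vκ15-103 (68387462 to 68387919) rose from 0.895% ± 0.238 to 2.50% ± 1.13 (1.58 ± 0.27, edgeR adjusted p = 0.00152). Of 11 Vκ8 genes, 6 were lower in pro-B RNA, among them Vκ8-16 (2.95% ± 0.865 in pre-B and 1.02% ± 0.249 in pro-B RNA, −1.44 ± 0.27, edgeR adjusted p = 0.00197). Its count shows no decimals from re-division in pre-B RNA library 2, unlike in the other RNA libraries. In the Vκ4 family, 12 of 30 genes were lower and none higher. The Vκ1 gene at 67674908 to 67675655 also fell, from 0.352% ± 0.134 to 0.115% ± 0.0219 of reads (−1.70 ± 0.37, edgeR adjusted p = 0.0039).

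The 4 genes from Vκ19-93 to Vκ10-96 made up 7.94% ± 1.14 of pre-B and 15.6% ± 1.38 of pro-B RNA reads, 8.02 points higher in 2 of 2 pairs (exact sign-flip p = 0.5, the smallest that 2 pairs allow, and 0.813 adjusted over 13 sets). The Jκ-distal part took 50.2% ± 1.55 of pro-B RNA reads, 5.27 points more than its pre-B pairs. Vκ10-96 alone gained about as much, so the rest of the Jκ-distal part did not gain. The paper also credits its RNA skew largely to this gene. The median of the 46 Jκ-distal genes was −0.16, turning to 0.01 with TMM and 0.09 with DESeq2 scaling. Proximal Vκ3 genes (Vκ3-1 to Vκ3-9) differed by 1.67 points and Vκ4 genes by −3.46 points, each in 2 of 2 pairs, but the Vκ4 difference was −0.656 without replicate 1 and −6.25 without replicate 2. By edgeR, 39 of 106 genes passed the threshold, 9 higher and 30 lower in pro-B RNA. Over all genes the median log2 fold change was −0.26, and −0.09 with TMM, so that part of the excess of lower genes followed the scaling (12 higher and 23 lower with TMM, 15 and 23 with DESeq2). Camera called 2 of 20 lists: Vκ10 (3 of 3 genes higher, median 1.19, adjusted p = 0.000545) and Vκ19-93 to Vκ10-96 (3 of 4 higher, median 0.97, adjusted p = 0.000716). The second list holds all 3 Vκ10 genes, so these calls are not separate findings. For both, adjusted p = 0.137 with an estimated correlation, and the counts adjusted over the list alone were the same, though not independent evidence. The Vκ4 (adjusted p = 0.176), Vκ8 (0.158) and Jκ-distal (0.152) lists did not pass. The count fell to 20 genes without pre-B RNA library 2 and to 17 without pro-B RNA library 2, with Vκ10-96, Vκ15-103, Vκ8-16 and the Vκ1 gene at 67674908 past the threshold in each fit that left out a library. With only the 5 RNA libraries in the fit, no gene passed. The fit of only the 5 gDNA libraries gave 7 genes for the gDNA stages. Both fits lose the same residual degrees of freedom, so that loss alone does not account for it. Pearson's r between replicates was 0.867 to 0.898 in pre-B RNA and 0.986 to 0.993 in pre-B gDNA. The spread shared by both may therefore be too small for RNA, and the p-values of this contrast too low.

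The same stages were compared in gDNA, where the first rearrangements themselves are counted. Here too, rearrangements of the Vκ19-93 to Vκ10-96 segment and of the Jκ-distal part took a greater share in pro-B cells. Vκ10-96 made up 1.61% ± 0.246 (n = 3) of pre-B and 3.71% ± 0.671 (n = 2, 57 reads) of pro-B gDNA reads (log2 fold change 1.34 ± 0.20, edgeR adjusted p = 0.00068). Vκ10-95 took 1.29% ± 0.143 and 2.66% ± 0.432 (1.15 ± 0.27, edgeR adjusted p = 0.0284), but only 0.27 in log2 and not past the threshold with productive reads alone. Vκ19-93 took 2.62% ± 0.394 and 4.70% (0.87 ± 0.22, edgeR adjusted p = 0.0387). The fourth gene past the threshold was Vκ13-85 (1.08% ± 0.140 and 2.89% ± 0.211, 1.40 ± 0.33, edgeR adjusted p = 0.0284), which is identical to Vκ13-84 at the 3′ end. Its counts hold decimals from re-division in pre-B gDNA library 3 and pro-B gDNA library 1 and are whole in the other WT gDNA libraries. This contrast may therefore compare libraries with unlike assignment of this gene. The Vκ1 gene at 67559739 was the gene used most in pro-B gDNA, with 6.91% ± 1.32, but its increase did not pass the threshold (0.74 ± 0.29, edgeR adjusted p = 0.224); it did with only the 5 gDNA libraries in the fit (0.85, adjusted p = 0.00014) and without pre-B RNA library 1 (0.69) or 2 (0.86), and it was 0.40 without pro-B gDNA library 1. Together, Vκ19-93 to Vκ10-96 rose from 6.38% ± 0.789 to 12.2% ± 0.490 and the Jκ-distal part from 45.1% ± 1.16 to 59.9% ± 0.970 of reads, 6.24 and 15.5 points higher in 2 of 2 pairs (exact sign-flip p = 0.5 for each, the smallest that 2 pairs allow, and 0.542 adjusted over 13 sets). Vκ1 genes gained 5.23 points (3.40 without replicate 1) and Vκ4 genes moved by −6.07 points, also in 2 of 2 pairs. Proximal Vκ3 genes took 3.34% ± 0.702 of pro-B gDNA reads and differed by −0.411 points, in 1 of 2 pairs, by −0.850 without replicate 1 and by 0.0285 without replicate 2.

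These 4 genes, all higher in pro-B cells, were the only ones of 106 past the threshold in the edgeR fit, and 18 had an unadjusted p under 0.05. The calls depended on the fit: only Vκ13-85 passed without the replicate block, Vκ10-96 and Vκ13-85 with the pro-B RNA libraries exchanged in the block, and Vκ10-96 alone with productive reads. With the re-divided pairs summed, Vκ10-95 and Vκ10-96 passed, and the sum of Vκ13-84 and Vκ13-85 did not. None passed when either pro-B gDNA library was left out, 1 passed without pre-B gDNA library 1 or 2, and 7 passed without pre-B RNA library 1. Vκ10-95 did not pass without pre-B RNA library 3 (1.12), nor Vκ13-85 without pre-B RNA library 2 (1.40), although neither library enters this contrast except through the shared spread and block. At this depth a 2-fold change was recovered for 10% and a 4-fold change for 62% of simulated genes. Over all genes the median was −0.36, against −0.18 with TMM and −0.24 with DESeq2 scaling. Camera called 5 of 20 lists: Vκ19-93 to Vκ10-96 (3 of 4 genes higher, median 1.01), the Jκ-distal part (4 of 46 higher, median 0.09) and the Jκ-proximal part (none of 60 past the threshold, median −0.52), each with adjusted p = 5.47e-06, and Vκ10 (2 of 3 higher, adjusted p = 0.000134) and Vκ5 (none of 5, median −1.29, adjusted p = 0.0265). The Vκ10 list lies within Vκ19-93 to Vκ10-96. The Jκ-distal and Jκ-proximal parts are complements, so their calls are in effect the same test. With an estimated correlation none of the 5 lists passed (adjusted p = 0.0964 to 0.113 for the first 4 and 0.774 for Vκ5 with an estimated correlation). Adjusted over the list alone, 2 Vκ5 genes were lower and the other counts were unchanged, which is not independent evidence for the lists that the study chose.

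**Figure D3:**
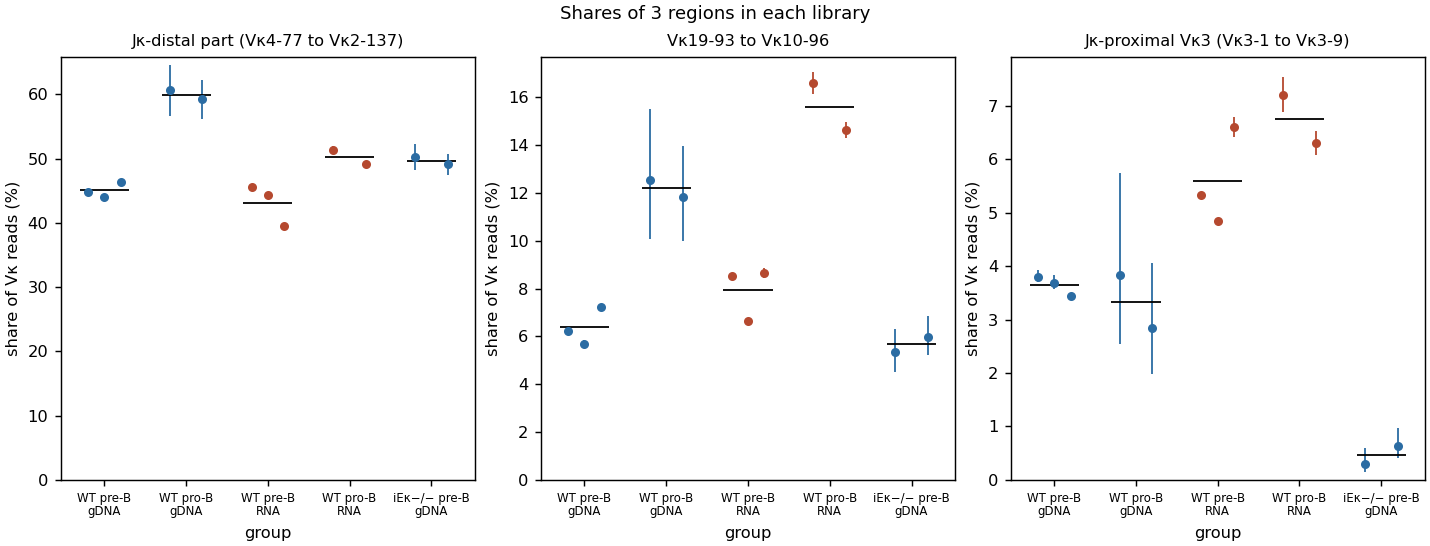
Points give each library's share of reads (percent) with its 95% Wilson interval, and lines give group means, for 3 parts of the locus. Vκ19-93 to Vκ10-96 rise from a mean of 6.38% in pre-B to 12.2% in pro-B gDNA, and the Jκ-proximal Vκ3 genes drop from 3.64% in WT to 0.462% in iEκ−/− gDNA.

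Pro-B RNA and gDNA were compared to ask whether the transcript bias seen in pre-B cells was present at the earlier stage. Over all reads it had the same direction for groups of genes: Vκ3 and Vκ6 were over-represented and Vκ4, Vκ11 and pseudogene segments under-represented in RNA. Most single Vκ3, Vκ6 and Vκ4 genes did not pass the threshold. Of the 16 proximal Vκ3 and Vκ6 genes, 7 were higher and none lower, including Vκ3-12 (0.370% ± 0.0306 of gDNA from 6 reads and 2.01% ± 0.136 of RNA reads, log2 fold change 2.41 ± 0.56, edgeR adjusted p = 0.00556) and Vκ6-15 (0.729% ± 0.2004 and 2.44% ± 0.198, 1.82 ± 0.38, edgeR adjusted p = 0.00365). Vκ10-96 was also higher in RNA (1.08 ± 0.20, edgeR adjusted p = 0.00147). Among the 30 Vκ4 genes, 9 were lower and none higher, and the pseudogene Vκ4-77 fell from 1.77% ± 0.538 to 0.389% ± 0.0350 (−2.25 ± 0.36, edgeR adjusted p = 0.000956). All 3 Vκ11 genes were lower, among them the pseudogene Vκ11-114 (−4.50 ± 0.86, edgeR adjusted p = 0.00187). Proximal Vκ3 and Vκ6 genes together took 9.18% ± 1.07 of gDNA and 20.7% ± 1.09 of RNA reads, and the Jκ-distal part took 59.9% ± 0.970 and 50.2% ± 1.55. Their differences of 11.5 and −9.70 points had the same sign in 2 of 2 pairs (exact sign-flip p = 0.5, the smallest that 2 pairs allow, and 0.5 adjusted over 13 sets), as had the differences for proximal Vκ3 (3.41 points), Vκ19-93 to Vκ10-96 (3.41 points) and Vκ4 (−8.32 points).

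By edgeR, 30 of 106 genes passed the threshold, 12 higher and 18 lower in RNA, and 29 changed the same way in both pairs. Without pro-B gDNA library 1 the count was 14, and without library 2 it was 2, so the calls rest largely on the deeper of these shallow libraries. With productive reads alone only 3 genes passed, Vκ10-96 higher and Vκ4-71 and Vκ4-73 lower. No Vκ3 or Vκ6 gene did, including Vκ3-12 (1.99) and Vκ6-15 (1.89). With only the 4 pro-B libraries in the fit, 18 passed. None of the 5 genes given for this comparison passed without library 2, and Vκ3-12 did not pass without library 1 (2.31) either, while every change kept its sign. Of the 51 genes past the threshold in pre-B cells, 49 had the same sign in pro-B cells, and all 25 past it in both did; across 106 genes, which are not independent replicates, Pearson's r was 0.66 and Spearman's rho 0.79. No gene passed the threshold for a difference between the stages in its RNA-to-gDNA change by edgeR or by DESeq2, and 12 had an unadjusted p under 0.05 by edgeR. That contrast was not simulated, and pro-B RNA against gDNA alone recovered a 2-fold change in 3.5% of simulated genes. The lack of calls therefore does not show that the bias was equal in both stages. Camera called 9 of 20 lists within pro-B cells: proximal Vκ3 and Vκ6 (median 1.74, adjusted p = 1.35e-05), Vκ3 (0.00585; 3 of 7 genes higher), Vκ6 (0.00585; 4 of 9 higher), Vκ4 (0.0166), pseudogenes (0.0208; 6 of 9 lower, 1 higher), Vκ11 (0.0212), the Jκ-distal part (0.0233; 4 higher and 13 lower), the Jκ-proximal part (0.0233; 8 higher and 5 lower) and proximal Vκ3 (0.0242; 2 of 5 higher). The calls of the Jκ-distal and Jκ-proximal parts, which are complements, are in effect the same test. The Vκ3, Vκ6 and proximal Vκ3 lists lie within the proximal Vκ3 and Vκ6 list, and Vκ11 shares genes with pseudogenes, so these are not 9 separate findings. None of the 9 lists held with an estimated correlation (adjusted p = 0.359 to 0.362 with an estimated correlation). Adjusted over the list alone, 14 Jκ-distal and 4 Jκ-proximal genes were lower and the other counts were unchanged, again not independent evidence. The median of all genes, −0.20, became −0.07 with TMM and 0.09 with DESeq2 scaling, under which the signs of the list medians that passed were kept.

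In iEκ−/− pre-B gDNA, the question was which Vκ genes take another share of the joins when the intronic enhancer is missing. All values are shares of a library's reads, and the paper reports that Igκ rearrangement as a whole is far lower in these cells. A higher share therefore does not show that a gene rearranged more often per cell. The Jκ-proximal Vκ3 genes lost most of their share, other genes elsewhere fell or were almost absent, and several Vκ1 genes gained share. Vκ3-4 (70621783 to 70622371) and Vκ3-5 had no reads in 2 libraries, against 0.589% ± 0.0278 and 0.392% ± 0.0273 (n = 3) in WT, which makes them at least 11.2-fold and at least 7.48-fold lower. Vκ3-2 (70648462 to 70649061) had 1 read against 1.43% ± 0.124 in WT, a ratio of 81.6 of the mean WT share to the pooled iEκ−/− share, with a counting interval of 14.6 to 3223. Vκ3-7 (70557732 to 70558030) fell from 0.780% ± 0.0808 to 0.258% ± 0.188 (log2 fold change −1.48 ± 0.34, edgeR adjusted p = 0.00013; −2.63 without iEκ−/− library 2), and Vκ3-1 did not pass (−1.07 ± 0.55, edgeR adjusted p = 0.108; −0.64 without iEκ−/− library 1 and −1.98 without library 2). In contrast, Vκ3-12, farther from the Jκ segments in the same family, rose from 0.691% to 2.71% ± 0.342 (1.99 ± 0.17, edgeR adjusted p = 1.57e-25). Vκ3-12 and Vκ3-7 are each other's closest annotated gene, 96.7% identical over 299 bases, and assignment of reads between them was not tested. Far from these genes, Vκ4-70 (69217882 to 69218406) had no reads against 0.984% ± 0.0508 in WT (at least 18.7-fold lower). Vκ6-17 (70321463 to 70321987) had 2 reads against 1.04% ± 0.0693 (the same ratio was 29.6, counting interval 8.19 to 244). Its neighbour Vκ8-19 fell from 0.722% ± 0.0544 to 0.146% ± 0.207, with 7 reads in iEκ−/− library 1 and none in library 2 (−2.56 ± 0.45, edgeR adjusted p = 2.63e-07; −1.31 without library 2, no reads left without library 1, and not past the threshold with DESeq2). The Vκ11 gene at 67863567 to 67864046 fell from 1.21% ± 0.0204 to 0.0719% ± 0.0165, or 4 reads (−4.11 ± 0.41, edgeR adjusted p = 2.44e-19). At the Jκ-distal end, the Vκ1 gene at 67674908 rose from 0.506% ± 0.0330 to 3.38% ± 0.0607 (2.73 ± 0.17, edgeR adjusted p = 2.43e-40) while the one at 67559739 fell from 3.78% ± 0.161 to 2.17% ± 0.178 (−0.81 ± 0.14, edgeR adjusted p = 1.74e-07). These paralogs are 96.3% identical over 300 bases, and their summed share went from 4.29% ± 0.194 to 5.55% ± 0.239. Vκ1-88 (68812259 to 68813025) rose from 1.27% ± 0.0515 to 3.15% ± 0.155 (1.31 ± 0.14, edgeR adjusted p = 6.99e-18), and the Vκ17 gene at 67811153 fell from 1.26% to 0.476% ± 0.0353 (−1.42 ± 0.24, edgeR adjusted p = 1.53e-07).

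Of 108 genes tested with edgeR, 47 passed the threshold, 21 higher and 26 lower in iEκ−/− cells. The count was 29 without iEκ−/− library 2. Proximal Vκ3 genes took 3.64% ± 0.188 of WT and 0.462% ± 0.240 of iEκ−/− reads, a difference of −3.18 points. Vκ1 genes rose from 10.6% ± 0.157 to 16.2% ± 0.273 (5.68 points) and the Jκ-distal part from 45.1% ± 1.16 to 49.7% ± 0.786 (4.60 points). For proximal Vκ3 and Vκ6 genes together the difference was −1.84 points, and −0.946 without iEκ−/− library 1. In these 4 sets every iEκ−/− library lay on the same side of every WT library (exact permutation p = 0.1 for each, the smallest that 3 against 2 libraries allow, and 0.144 adjusted over 13 sets). Vκ19-93 to Vκ10-96 took 5.67% ± 0.453, with overlapping ranges (−0.718 points, exact permutation p = 0.4; −0.398 without iEκ−/− library 1 and −0.291 without WT library 3). Camera called 2 of 20 lists. Proximal Vκ3 had 4 of 5 genes lower (adjusted p = 0.00948), with a fitted median of −6.33, or −2.90 with the genes without reads at their bound. Vκ1 had 6 of 9 genes higher and 1 lower (median 0.55, adjusted p = 0.027). For both, adjusted p = 0.5 with an estimated correlation. Adjusted over the list alone, 4 proximal Vκ3 genes were lower, which is not independent evidence since the study chose this list, and 6 Vκ1 genes were higher and 2 lower. Of the lists that did not pass, Vκ6 had 4 genes higher and 4 lower of 9, Vκ8 had 3 of 10 lower, and the Vκ3 family as a whole had 2 higher and 4 lower of 8.

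**Figure D4:**
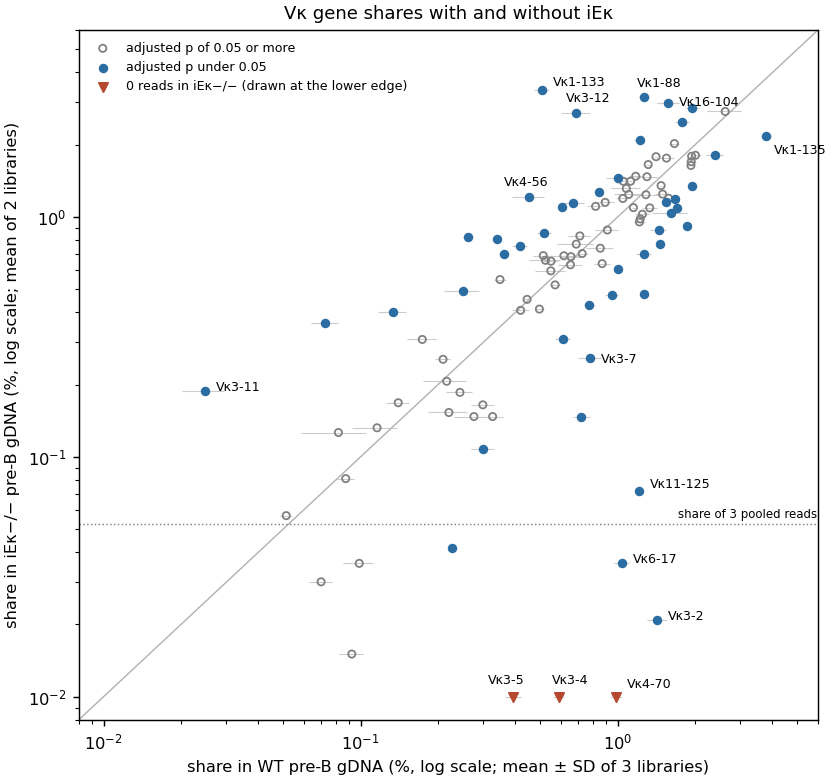
Each point is a Vκ gene, with its mean share of reads (percent, log scale) in WT pre-B gDNA (x axis, 3 libraries) and in iEκ−/− pre-B gDNA (y axis, 2 libraries); triangles mark genes without iEκ−/− reads, and the dotted line is the share of 3 pooled reads (0.0525%). The Vκ1 gene at 67674908 and Vκ3-12 lie above the diagonal at 3.38% and 2.71%, and Vκ4-70, Vκ3-4 and Vκ3-5 lie at 0 reads.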

Values the study reported

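In WT pre-B gDNA, the study counted 133 Vκ genes with at least 1 read, 32 of them pseudogenes by IMGT, and a ratio of non-productive to productive joins of 67:33. Its RNA libraries held 130 Vκ genes. For 21 functional genes, or about 20%, RNA and gDNA were reported to differ at least 2-fold on average. Vκ4-77 was given as 1.93% of gDNA reads and about 2.9 times as frequent there as in RNA. Between pro-B and pre-B cells, the Jκ-distal part of the locus was described as roughly 5% greater in RNA and 15% greater in gDNA, measured on joins to Jκ1. In iEκ−/− cells, Vκ3-12 was reported to be more than 3-fold higher, also measured on joins to Jκ1. The deposited counts pool all Jκ segments.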

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

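The tests of library preparation, of other splits of the samples, of pre-B RNA library 2 for the Vκ19-93 to Vκ10-96 share and of iEκ−/− depth were chosen only after the results were seen; the other tests in this part were set before.

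Between pro-B and pre-B cells, 4 gene lists differed in their RNA-to-gDNA change by camera at the preset correlation (adjusted p = 0.0231 for each), although no single gene passed the threshold. The 4 Vκ2 genes tested had a median difference of −1.41 (log2), so their RNA shares were lower against gDNA in pro-B than in pre-B cells. The 16 Jκ-proximal Vκ3 and Vκ6 genes had a median difference of 0.54. The Jκ-distal part had a median difference of −0.33. The Jκ-proximal part had a median difference of 0.051. It holds all tested genes outside the Jκ-distal part, so the calls of both are in effect the same test. None of the 4 held with an estimated correlation (adjusted p = 0.535 with an estimated correlation) or with fry, and all rest on the shallow pro-B gDNA libraries. Adjusted over the list alone, 2 Vκ2 genes were lower in edgeR and no gene of the other 3 lists passed.

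Vκ4 genes were lower in pre-B RNA than in gDNA, with a median log2 fold change of −0.82. Loss of non-productive transcripts was argued against as the whole cause: among productive reads alone the median was −0.74, with 14 Vκ4 genes lower and 1 higher of 28 tested. The absence of duplicate removal from pre-B RNA library 2 was argued against by the fit without it, at −0.65. Library preparation that differs between RNA and gDNA cannot be told apart from the material, since they coincide in every library, and the same Vκ4 median of −0.82 in pro-B cells fits either; transcript level, the biological alternative, was not tested. Of the 10 splits of the 6 pre-B libraries, 1, the real one, gave as many as 51 genes and the highest of the others gave 1 (none of the others that part all 3 pairs gave any), but 10 splits are too few for a share under 0.05.

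Vκ19-93 to Vκ10-96 took a higher share of pro-B than of pre-B RNA, mostly through Vκ10-96. Against pre-B RNA libraries 1 and 3 alone the difference was 7.02 points (7.67 against all 3, unpaired), which argues against the library without duplicate removal as its source. Among productive reads it was 6.99 points (15.2% ± 1.47 and 8.19% ± 1.10), which argues against the greater productive share of pro-B RNA. A stage difference in Vκ choice remains a candidate explanation, found and tested on the same data; selection by transcript level or cell survival was not tested, and gDNA had a difference in the same direction.

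Vκ4-70, Vκ6-17 and the Vκ11 gene at 67863567 to 67864046 were almost absent from iEκ−/− gDNA. Shallow depth was argued against: the 3 genes had 6 reads where WT shares predict 185. Assignment of most of their reads to the closest annotated genes (Vκ4-59, Vκ6-25 and Vκ14-111) was argued against as well. These together gained 0.0537 points while the 3 genes lost 3.12, though only the 100 annotated genes were searched. That sum joins a loss by Vκ4-59 with gains by Vκ6-25 and Vκ14-111, each smaller than the loss of its partner. Assignment of part of the reads of Vκ6-17 and the Vκ11 gene is therefore not argued against. An Igκ locus that differs in sequence from the C57BL/6 reference in these mice cannot be told apart from an effect of the enhancer: the 12 nearest tested neighbours had a median of −0.41 (5 lower, most of all Vκ8-19 at −2.56, and 1 higher), and the files hold no sequences to compare. Loss of the enhancer, the biological alternative, is confounded with any such difference between the mice. This limit also holds for the other iEκ−/− changes, among them those of the proximal Vκ3 genes and Vκ3-12.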

How the results depend on the processing

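The fits on productive or non-productive reads alone and with the crossed replicate block were chosen only after the data were seen. The 10 repertoire shares stayed within 1 SD in all 40 values, and 147 of 149 values of 27 summed shares kept their direction. The Jκ-distal share of pre-B RNA minus gDNA ran from −3.20 to 0.535 points over fits without 1 replicate, and the proximal Vκ3 share of pro-B minus pre-B gDNA from −0.850 to 0.0285; both reversals come from fewer pairs. For the 93 gene results followed, 1524 of 1763 values kept direction and side of the threshold, 227 kept only direction, 4 passed newly and 8 reversed. Thinning, in which lost depth is the cause, reversed Vκ3-1 (−0.82), Vκ3-2 (−0.16) and Vκ14-126 (−0.12) in pre-B RNA against gDNA and Vκ11-114 (0.86) in pro-B against pre-B RNA. With non-productive reads Vκ3-1 (−0.22), Vκ3-2 (−0.052) and, between RNA stages, Vκ9-124 (−0.030) reversed, and with productive reads Vκ19-93 (−0.089); the cause was not tested. With productive reads, Vκ10-95 no longer passed in RNA (0.26) or gDNA (0.27). Counts of genes past the threshold stayed within 1.5 times of the reported ones with TMM, DESeq2 and either filter (without one, 70, 45, 4, 28 and 47 genes in the order of the results). Thinned libraries gave 2 genes for pre-B RNA against gDNA, 3 for pro-B against pre-B RNA, 0 by edgeR for pro-B against pre-B gDNA and 4 for pro-B RNA against gDNA. Fits of only the compared groups with a replicate block gave 0 genes for the RNA stages, 7 for the gDNA stages and 18 for pro-B RNA against gDNA. Such fits leave fewer residual degrees of freedom than the fit of all WT libraries. The RNA and gDNA stage fits lose them alike, so this alone does not account for their unlike counts. The cause of these counts was not tested. For the gDNA stages, summing the re-divided pairs gave 2, no replicate block 1, the crossed replicate block 2 and productive reads 1. Pro-B RNA against gDNA gave 3 genes with productive and 19 with non-productive reads. Leaving out 1 library gave 40 to 62 genes for pre-B RNA against gDNA, 17 to 42 for the RNA stages, 0 to 7 for the gDNA stages, 2 to 34 for pro-B RNA against gDNA, 0 to 1 for the stage difference (1 without pre-B RNA library 1 or pro-B RNA library 1) and 29 to 45 for iEκ−/−. The iEκ−/− count was 39 with a replicate block. Gene lists past the threshold numbered 0 in all 6 contrasts with an estimated correlation. Directional fry called 15 for pre-B RNA against gDNA, 11 for the RNA stages, 2 for the gDNA stages and 0 for pro-B RNA against gDNA and the stage difference; mixed fry called 18, 18 and 3 for the first 3, 16 for iEκ−/− and 0 for the stage difference. Fry asks another question, whether genes of a list change at all. The proximal Vκ3 list in iEκ−/− had adjusted p = 0.00777 with a replicate block, and the Vκ5 list of the gDNA stages had 0.0648 without one. The stage comparisons in gDNA and pro-B RNA against gDNA are limited by the 574 and 1021 reads of pro-B gDNA. Jκ usage was not computed, since the deposited files pool the Jκ segments.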

Other observations

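The productive share of each Vκ gene was examined because it does not depend on how often the gene rearranges; it was chosen after the values were seen and no explanation was tested. Among 92 functional genes with at least 500 reads in WT pre-B gDNA, the productive share ran from 10.5% to 52.9% with a median of 34.1%. The 4 genes under 20% were all Vκ6 genes, of 8 counted: Vκ6-13 (10.5%), Vκ6-23 (15.8%), Vκ6-15 (17.4%) and Vκ6-20 (17.9%). The other 4 had 26.1% (Vκ6-14), 29.8% (Vκ6-25), 33.7% (Vκ6-17) and 40.0% (Vκ6-32), so not every gene of the family was low. Vκ16-104 had the highest, 52.9%. As a family, Vκ6 joins were productive in 27.7% ± 2.82 of WT pre-B gDNA reads (SD, n = 3) against 35.2% ± 2.60 for the other functional genes, lower in 3 of 3 libraries. In iEκ−/− gDNA the family had 24.8% ± 3.32 against 34.6% ± 1.59, lower in both libraries. In pre-B RNA it had 55.2% ± 11.3 against 64.8% ± 6.85, lower in 3 of 3 libraries, and in pro-B RNA it was higher, 78.1% ± 6.97 against 74.2% ± 5.74, in both. In pro-B gDNA it was lower in both, 34.1% ± 5.87 against 38.1% ± 1.70 (−6.92 and −1.03 points, from 30 and 47 Vκ6 reads). Whether these differences between groups exceed chance was not tested.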
